# Sequential Induction of Effector Function, Tissue Migration and Cell Death during Polyclonal Activation of Mouse Regulatory T-Cells

**DOI:** 10.1371/journal.pone.0050080

**Published:** 2012-11-30

**Authors:** Daniela Langenhorst, Tea Gogishvili, Eliana Ribechini, Susanne Kneitz, Kirsty McPherson, Manfred B. Lutz, Thomas Hünig

## Abstract

The ability of CD4^+^Foxp3^+^ regulatory T-cells (Treg) to produce interleukin (IL)-10 is important for the limitation of inflammation at environmental interfaces like colon or lung. Under steady state conditions, however, few Tregs produce IL-10 *ex vivo*. To investigate the origin and fate of IL-10 producing Tregs we used a superagonistic mouse anti-mouse CD28 mAb (CD28SA) for polyclonal *in vivo* stimulation of Tregs, which not only led to their numeric expansion but also to a dramatic increase in IL-10 production. IL-10 secreting Tregs strongly upregulated surface receptors associated with suppressive function as compared to non-producing Tregs. Furthermore, polyclonally expanding Tregs shifted their migration receptor pattern after activation from a CCR7^+^CCR5^−^ lymph node-seeking to a CCR7^−^CCR5^+^ inflammation-seeking phenotype, explaining the preferential recruitment of IL-10 producers to sites of ongoing immune responses. Finally, we observed that IL-10 producing Tregs from CD28SA stimulated mice were more apoptosis-prone *in vitro* than their IL-10 negative counterparts. These findings support a model where prolonged activation of Tregs results in terminal differentiation towards an IL-10 producing effector phenotype associated with a limited lifespan, implicating built-in termination of immunosuppression.

## Introduction

CD4^+^Foxp3^+^ regulatory T-cells (Tregs) are essential for the maintenance of immunological homeostasis and self tolerance [1]. They control unwanted immune responses by a number of distinct mechanisms, which differentially contribute to suppression depending on the experimental settings studied [2]. One key element in the regulation and execution of Treg activity is interleukin (IL)-2. Thus, IL-2 produced by “conventional” T-cells (Tconvs) drives Treg expansion and boosts regulatory function, including production of the suppressive cytokine IL-10 [3]. At the same time, Tregs act as an “IL-2 sink” [4] since they do not produce IL-2 themselves [5] but consume IL-2 produced by Tconvs.

IL-10 produced by several innate and adaptive immune cells is a key immunosuppressive and anti-inflammatory cytokine as illustrated by the spontaneous lethal inflammatory bowel disease of IL-10-deficient mice [6]. IL-10-mediated control of immune homeostasis has been associated with several CD4^+^ T-cell subsets defined by their anatomical origin or mode of generation like Foxp3^−^IL-10^+^ Tr1 (T regulatory type-1), Tr1-like cells and Foxp3^+^ Tregs, the latter being the subject of the present paper. Foxp3^+^ Tregs can develop in the thymus or in the periphery from naïve CD4^+^ T-cell precursors [7]. *In vitro* studies failed to show a requirement for IL-10 in the inhibition of T-cell responses [8]. In contrast, Foxp3^+^ Treg derived IL-10 contributes to immune regulation *in vivo*, although not in all settings studied [2]. Selective IL-10 deficiency in Tregs results in spontaneous colitis and inflammation in skin and lung [9].

To locally suppress unwanted immune responses and inflammation, Tregs must migrate to lymphoid organs and inflamed tissues [10]. Homing and trafficking are controlled by adhesion molecules and chemokine receptors [11]. Consequently naïve Tregs express CD62L and CCR7, allowing them to recirculate through lymphoid tissues. Upon activation, Tregs upregulate inflammatory chemokine receptors (CCR2, CCR5, CCR6, CXCR3), selectin ligands (E- and P-selectin ligand) and integrins (CD103), directing them to inflamed sites [12], [13]. Accordingly, IL-10 producing Tregs are mainly found at sites of ongoing immune responses [7].

In a healthy immune system, the balance between Tregs and Tconvs is controlled by mechanisms which mutually control survival and proliferation of both types of T-cells, e.g., even in an apparently resting immune system, the survival of Tregs in the periphery is controlled by common gamma chain cytokines (mainly IL-2) derived from Tconvs [14], and by costimulatory signals via CD28 [15]. During an immune response, Treg expansion follows that of Tconvs, and is driven by antigen recognition and by excess IL-2 produced by the activated conventional CD4^+^ T-cells. Both populations of T-cells clonally contract once the antigen has been eliminated [16].

In contrast to clonal expansion of rare Treg clones, synchronous activation of a large number of Tregs allows for a more comprehensive characterisation of their phenotype, function, and migrational behaviour. In order to follow such a synchronous wave of polyclonal Treg activation *in vivo*, we have used stimulation with superagonistic mouse anti-mouse CD28 mAb (CD28SA). We and others have previously shown that such mAb are effective expanders and activators of Tregs in rats [17], [18] and mice [19], [20], [21], allowing interference with multiple model diseases of autoimmunity, graft rejection and inflammation [22].

CD28SA differ from conventional CD28-specific antibodies by their ability to activate T-cells without T-cell receptor (TCR) ligation by amplifying weak or “tonic” TCR signals [23], [24]. *In vitro* and *in vivo*, they act on both Tconvs and Tregs; the IL-2 produced by Tconvs in response to CD28SA stimulation is immediately utilized by Tregs [19], which respond with expansion and functional activation including IL-10 production [17], [18], [25]. This single wave of polyclonal Treg activation effectively controls the expression of effector functions and toxic cytokine release by Tconvs, which were also initially triggered [19], and is terminated by clonal contraction within two weeks after CD28SA application [19], [23].

Whereas it has long been accepted that IL-10 can be used by Tregs to suppress immune responses, there is only little known about the function and fate of Tregs with an IL-10 producing phenotype. In the present study we observed that IL-10 producing Tregs are derived from non-IL-10 producing Tregs. They are highly activated suppressor cells migrating to inflamed tissues. Furthermore the IL-10-producing phenotype is associated with an increased sensitivity to apoptosis. We suggest that IL-10 producing Tregs represent a fully activated stage of terminal differentiation with a limited life-span, which facilitates the return to immunological normality after clearance of an infection.

## Results

### CD28SA application induces IL-10 production in Tregs

Tregs can be expanded and functionally activated by a single injection of the mouse anti-mouse superagonistic CD28 mAb D665 [19], [25]. We injected a saturating dose (200 µg/mouse, [19]) of CD28SA i.p. into C57BL/6 mice and followed Treg expansion and IL-10 production in lymph nodes. In unstimulated mice between 5 and 10% of the CD4^+^ T-cell population were Foxp3^+^ Tregs (**Fig. 1A**). Three days after CD28SA injection, their frequency increased up to six-fold and their absolute cell numbers up to 15-fold compared to control values (**Fig. 1B and 1C**). Whereas few IL-10 secreting Tregs are found in an apparently resting immune system, we observed a dramatic increase (125-fold) after administration of CD28SA (**Fig. 1A–1C**). The response to CD28SA peaked on day 3 to 4, and cell numbers went back to normal levels within 8 days (**Fig. 1B** and [19]). Transfer of Foxp3-depleted Thy1.2^+^ CD4^+^ T-cells from DEREG mice into Thy1.1 mice revealed that the increase in IL-10 production and Treg number three days after CD28SA treatment is mainly the result of expansion of pre-existing Treg cells, rather than conversion from CD4^+^ Tconv (**Fig. 1D**).

**Figure 1:**
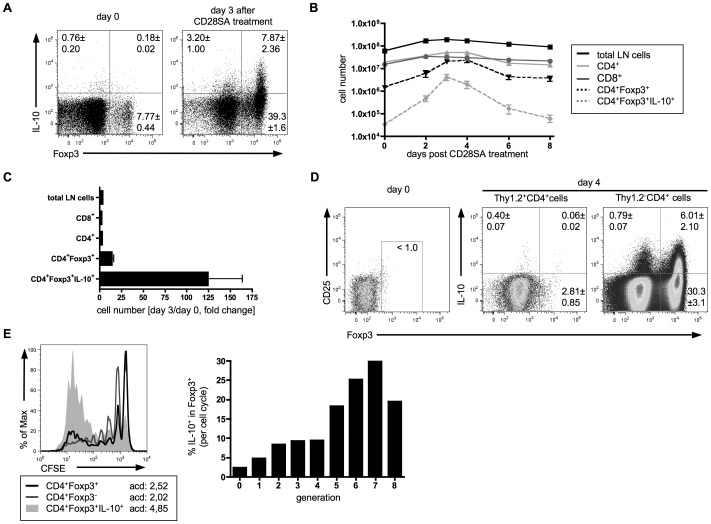
IL-10 and Foxp3 expression in CD4^+^ LN T-cells of untreated or CD28SA treated C57BL/6 mice. (**A**) IL-10 and Foxp3 expression in unstimulated mice and in mice 3 days after CD28SA treatment. (**B**) Kinetics of subsets defined by CD8, CD4, Foxp3 and IL-10 expression 0 to 8 days after CD28SA injection. (**C**) Fold change in cell numbers between day 0 and day 3 after stimulation. Graphs show means ± SD from 3 mice assayed individually and results are representative of three independent experiments. (**D**) Lack of conversion of CD4^+^ Tconv after CD28SA treatment. Sorted Thy1.2^+^CD4^+^ Foxp3^−^ cells from DEREG mice were transferred into naïve Thy1.1 mice one day before CD28SA injection. Three days later Thy1.2^+^ cells were analysed for Foxp3 and IL-10 expression. Graphs show means ± SD from 4 mice assayed individually and results are representative of two independent experiments. (**E**) Proliferative history and expression of Foxp3 and IL-10. CFSE-labeled CD4^+^ T-cells from Thy1.1 mice were transferred into naïve C57BL/6 mice one day before CD28SA injection. Three days later Thy1.1^+^ cells were analysed for proliferation, Foxp3 and IL-10 expression. Flow cytometric analysis of transferred T-cells with average numbers of cell division (acd) (left) and percentage of IL-10 producers within Foxp3^+^ cells per generation (right) are depicted. Data represent pooled cells from two mice, and results are representative of three independent experiments.

The high frequency of IL-10 producing Tregs in CD28SA treated mice allowed us to further investigate the origin and fate of these polyclonally stimulated Tregs. To examine the relationship between IL-10 production and the proliferative history of Tregs, we transferred CFSE-labeled CD4^+^ T-cells from Thy1.1 mice into congenic C57BL/6 mice. 24 hours later animals were treated with CD28SA, and after three days the progeny of transferred cells were analysed for the expression of Foxp3 and IL-10. Both conventional and Foxp3^+^ CD4^+^ T-cells proliferated, but Tregs proliferated more extensively than conventional CD4^+^ T-cells, most likely because of the counter-regulation exerted by Tregs (**Fig. 1E** and [22]). Importantly, IL-10 expression in Tregs was most prominent in cells that had undergone several cell divisions (**Fig. 1E**). Together with the kinetic data (**Fig. 1B**) this suggests that in response to *in vivo* stimulation with CD28SA, Tregs initially expand before they switch on IL-10 production.

### Suppressive capacity of IL-10^+^ CD28SA-activated Tregs

To further characterize the IL-10 producing and non-producing Treg subsets recovered three days after polyclonal *in vivo* activation with CD28SA, we phenotyped CD4^+^ T-cells by surface marker expression (**Fig. 2**). Unstimulated as well as stimulated Foxp3^+^ T-cells expressed a memory-like phenotype, i.e. in comparison to Tconvs (Foxp3^−^), they expressed high levels of CD44 and low levels of CD45RB. In addition, the functionally important Treg surface receptors CD25, CTLA-4, GITR and ICOS were further upregulated in Tregs from CD28SA stimulated mice. Interestingly, cell surface molecules associated with effector function of Tregs like CD39, PD-1, LAP, CD25 or CTLA-4 were expressed at even higher levels in IL-10 producing than in IL-10 negative Tregs, where upregulation was up to 20-fold (for CTLA-4) as compared to unstimulated Tregs (**Fig. 2**).

**Figure 2:**
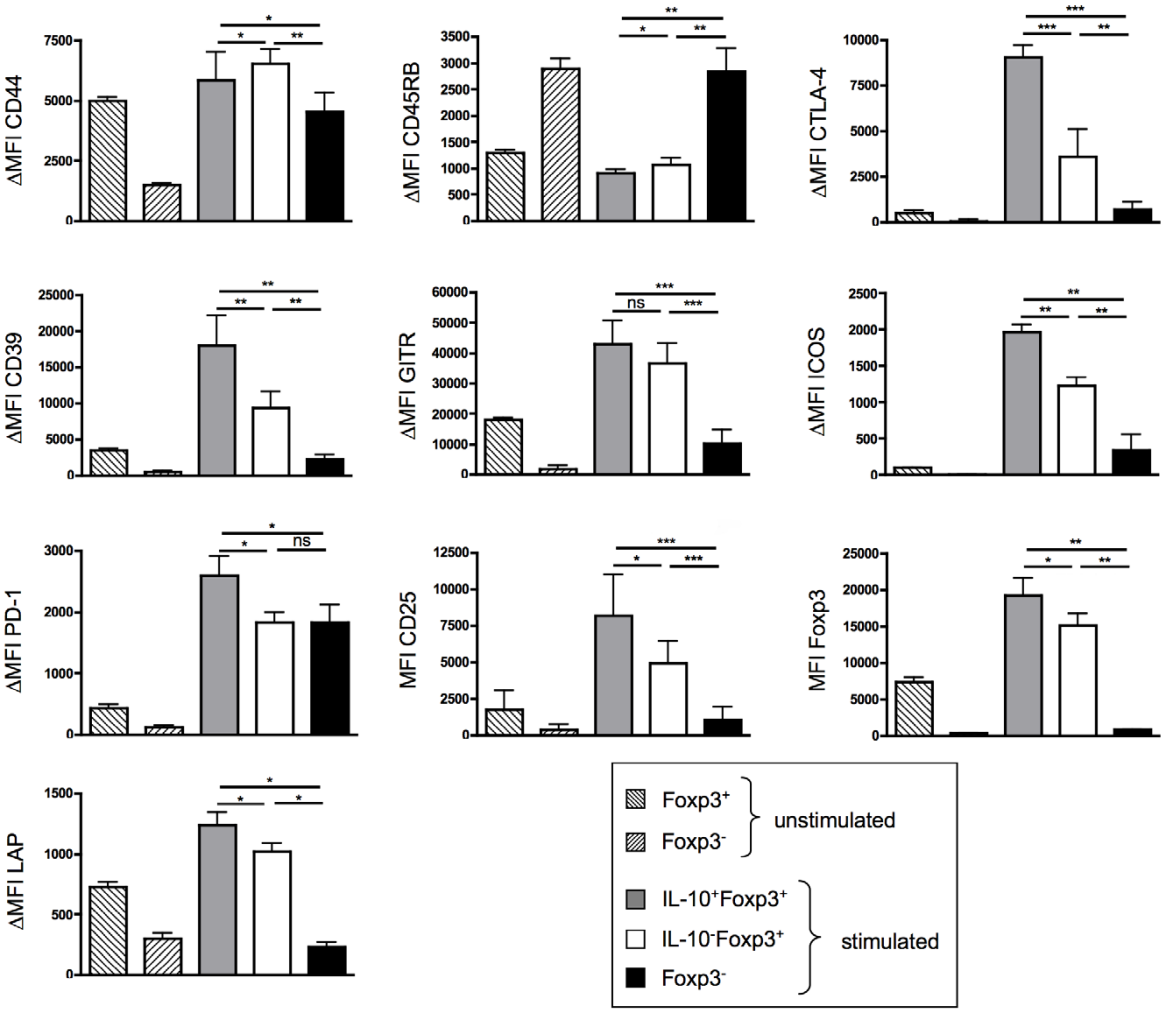
Phenotype of IL-10^+^ and IL-10^−^ Tregs 3 days after CD28SA treatment. ΔMFI (mean fluorescence intensity) ( = MFI(marker)−MFI(isotype)) of memory and Treg specific markers on unstimulated or on day 3 stimulated CD4^+^ T-cell subsets defined by Foxp3 and/or IL-10 expression. Graphs show means ± SD from 4–8 mice and results are representative of two independent experiments. * p<0.05, ** p<0.005, *** p<0.001, ns: no significant difference.

To compare the suppressive activity of the *in vivo* expanded IL-10^+^ and IL-10^−^ Tregs from CD28SA stimulated mice, CD4^+^CD25^+^ cells were separated by FACS into IL-10^+^ and IL-10^−^ cells using an IL-10 capture assay. Alternatively IL-10^+^Foxp3^+^ and IL-10^−^Foxp3^+^ Tregs were FACS sorted from DEREG Foxp3-reporter mice [26]. These cell fractions were then cultured with purified CFSE-labeled CD4^+^CD25^−^ cells as responders, irradiated APCs and anti-CD3 as a proliferative stimulus. As controls, unseparated CD4^+^CD25^+^ or CD4^+^Foxp3^+^ T-cells from unstimulated and CD28SA stimulated mice were included. In comparison to Tregs from unstimulated mice, CD28SA stimulated Tregs showed a more than tenfold higher suppressive activity (**Fig. 3A, 3C** and [19]). Both IL-10^+^ and IL-10^−^ Tregs were highly suppressive, with a higher activity in the IL-10^+^ Treg population (**Fig. 3A–D**), in line with the elevated expression of Treg effector molecules by this subset (**Fig. 2**). As expected from the literature, failure of the anti-IL-10R blocking mAb to relieve inhibition confirmed that IL-10 itself is not an important factor in this *in vitro* setting (**Fig. 3E** and [7], [8]). Together, these results confirmed that *in vivo* pretreatment with the mouse CD28SA upregulates effector function of Tregs [19], [20], [21] and show that their high *in vitro* efficacy is associated with, but not dependent on, IL-10 production.

**Figure 3:**
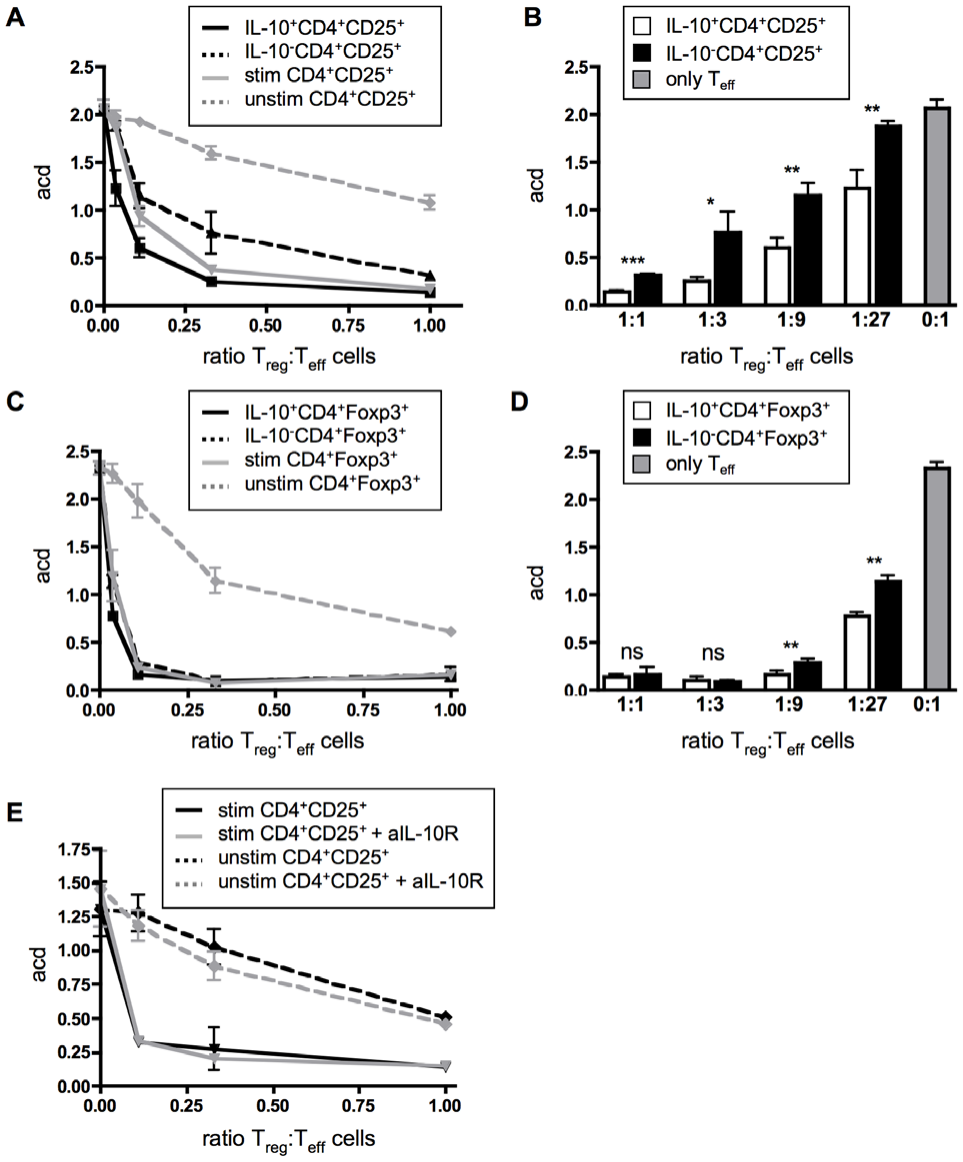
Suppressive activity of Treg subsets. (**A**) Isolated CD4^+^CD25^+^ Tregs from CD28SA treated mice were analysed for IL-10 production using IL-10 Secretion Assay. FACS separated IL-10^+^ (solid black line) and IL-10^−^ CD4^+^CD25^+^ Tregs (dashed black line) were incubated with CFSE-labeled naïve CD4^+^CD25^−^ effector T-cells (T_eff_), (ratio T_eff_∶ T_reg_ 1∶1 to 81∶1) and irradiated APC in the presence of anti-CD3 for 3 days. Stimulated total CD4^+^CD25^+^ Tregs (solid grey line) and CD4^+^CD25^+^ Tregs from untreated mice (dashed grey line) were used as controls. (**B**) Bar graph of IL-10^+^ (white bar) and IL-10^−^ CD4^+^CD25^+^ Tregs (black bar) with statistical analysis. (**C** and **D**) like (**A** and **B**) but with FACS sorted Foxp3^+^ of unstimulated and CD28SA stimulated DEREG mice. (**E**) Suppression is IL-10 independent. Blocking anti-IL-10R mAb (10 µg/ml, grey line) was added to cultures with stimulated (solid line) and unstimulated total CD4^+^CD25^+^ Tregs (dashed line). Graphs show average numbers of cell division (acd, mean ± SD) from 3 wells assayed individually and results are representative of three independent experiments. * p<0.05, ** p<0.005, *** p<0.001, ns: no significant difference.

### CD28SA stimulated Tregs migrate to inflamed sites

Treg migration to sites of ongoing immune responses is dependent on surface expression of chemokine receptors and adhesion molecules. Receptors like CCR5, CCR6 or CD103 direct cells to inflamed tissues, whereas CCR7 and CD62L are associated with lymph node homing [12], [13]. Here, we analyzed whether *in vivo* activated IL-10 secreting Tregs express the appropriate receptors for migration to inflamed tissues (**Fig. 4A** **and S1**). In lymph nodes of unstimulated mice about 35% of the total Treg population expressed CD103 and only about 10% expressed CCR5 or CCR6. In agreement with published data most of the Tregs expressed CCR7, and approximately 40% expressed CD62L [11]. After injection of CD28SA the pattern of migration receptors on Tregs shifted. Whereas the fraction of total Tregs expressing CD103 (minor change) and CD62L (increase from 40% to 60%) were not dramatically altered, there was a major change in the expression profile of CCR5, CCR6 and CCR7. The frequency of Tregs expressing the lymphoid homing receptor CCR7 was strongly decreased (from about 70% to 20–10% CCR7^+^ cells) after 3 to 4 days of CD28SA injection whereas those expressing CCR5 or CCR6, receptors for migration into inflamed tissues, were strongly increased (from about 10% to 50% CCR5^+^ or CCR6^+^ cells).

**Figure 4:**
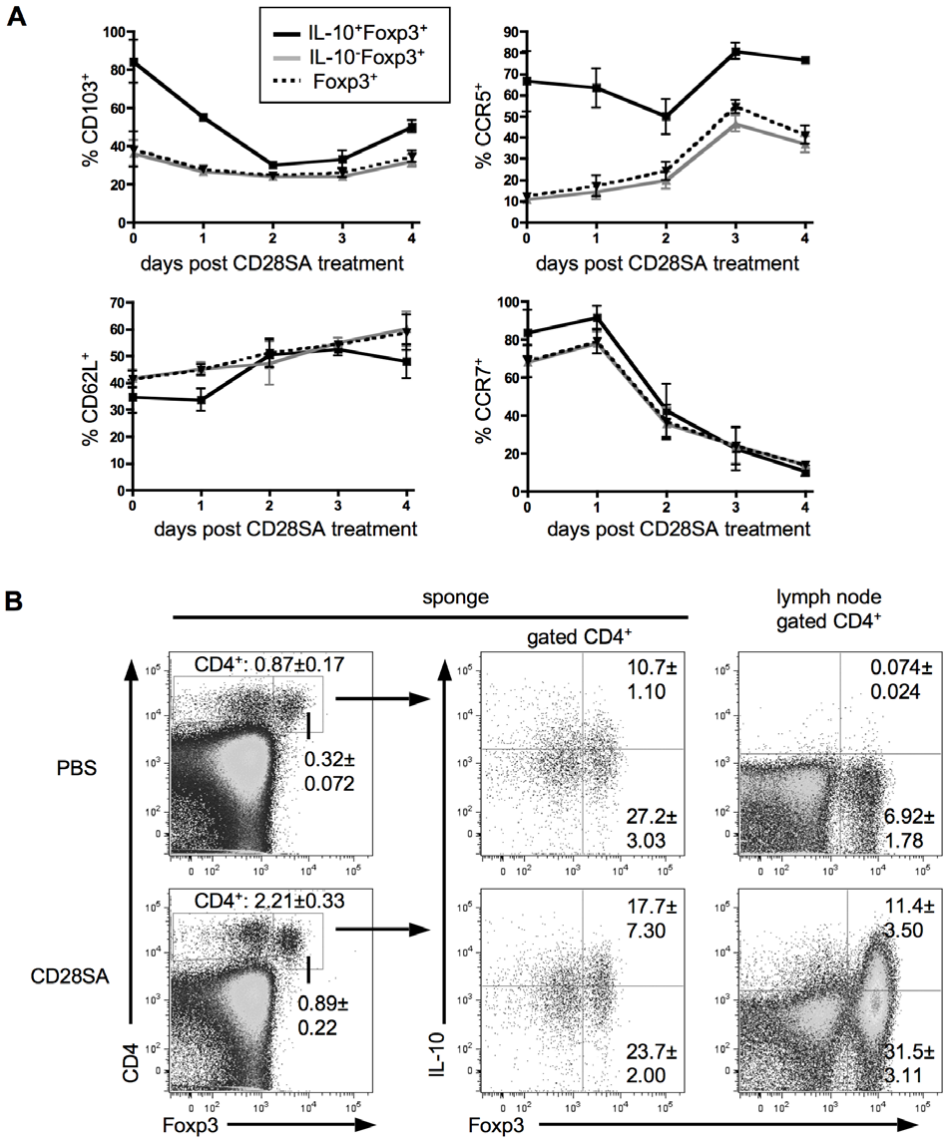
Migration potential of Tregs after CD28SA injection. (**A**) Flow cytometric analysis of homing related receptors in IL-10^+^Foxp3^+^ (black line), IL-10^−^Foxp3^+^ (grey line) and total Foxp3^+^ (dashed line) Tregs of mice 0 to 4 days after CD28SA treatment. (**B**) Migration of Tregs *in vivo*. A small piece of sponge containing heat-killed *Listeria monocytogenes* was placed under the skin of C57BL/6 mice. After 4 days mice were treated with CD28SA or PBS. On day 7 cells washed out of sponges were stained for CD4, IL-10 and Foxp3 and compared with CD4^+^ gated LN cells. Graphs show means ± SD from 3 mice assayed individually and results are representative of two independent experiments.

If IL-10 producing Tregs are activated, tissue-seeking descendants of non IL-10 producing cells in a resting immune system, a shift in migration markers should also be visible between these populations in unstimulated mice. Indeed comparing the small population of endogenous IL-10 producing with non-producing Tregs, we found that the former contained a higher proportion of tissue homing CD103^+^, CCR6^+^ and CCR5^+^ cells than non IL-10 secreting Tregs (**Fig. 4A** and data not shown). Also after *in vivo* stimulation with CD28SA, IL-10-producers contained a significantly higher fraction of CCR5^+^, CCR6^+^ and CD103^+^ cells than IL-10 non-producers (**Fig. S1**). Accordingly, the initial drop in the frequency of CD103^+^ among IL-10^+^Foxp3^+^ cells after CD28SA simulation (**Fig. 4A**) is likely due to a delay in CD103 expression following the induction of IL-10 expression. Regardless of IL-10 production however, CCR7 was downregulated in all Foxp3^+^ cells. From these data (**Fig. 1B, 1E** **,** **4A**) we hypothesized that upon activation, Tregs initially proliferate, downregulate CCR7, then start to secrete IL-10 and upregulate CCR5 and CCR6 to finally migrate into inflamed tissues.

To test this directly, a sponge implant containing heat-killed *Listeria monocytogenes* was inserted under the skin of C57BL/6 mice to induce inflammation. 4 days later mice were treated with CD28SA to expand Tregs. After one week sponges were removed and immigrated CD4^+^ T-cells were analysed for IL-10 and Foxp3 expression. Leukocytes recovered from sponges of untreated mice contained only few CD4^+^ T-cells within a monocyte/lymphocyte gate (0.87%±0.17), which were increased by 2–3 fold in the CD28SA-treated group (2.21%±0.33) (**Fig. 4B**). In both groups, about 40% of CD4^+^ T-cells were Foxp3^+^ and about one third of Foxp3^+^ cells produced IL-10, indicating that this phenotype is, indeed, inflammation seeking. In contrast to their enrichment at the site of inflammation, IL-10 producing Tregs were rare in the lymph nodes of PBS treated mice (about 1% of Foxp3^+^), but strongly increased after CD28SA-driven activation (about 25% of Foxp3^+^) (**Fig. 4B**). These data are best explained by preferential recruitment of IL-10 producers or at least IL-10 competent Tregs to the site of inflammation, resulting in a high local frequency of IL-10 producers even if only few are found in unstimulated secondary lymphoid tissue.

### IL-10 producing Tregs are not a stable subpopulation

The hypothesis that the steep increase in Tregs poised to release IL-10 observed after *in vivo* treatment with CD28SA is due to conversion from a Foxp3^+^IL-10 non-producer to a Foxp3^+^IL-10 producer phenotype was directly addressed both *in vitro* and *in vivo* by separating IL-10 producers from non-producers and following their fate.

To obtain IL-10^+^Foxp3^+^ and IL-10^−^Foxp3^+^ Tregs of high purity, DEREG Foxp3-reporter mice [26] were treated with CD28SA three days earlier. CD4^+^ T-cells were cultured over night under optimized conditions of stimulation (anti-CD3/anti-CD28 costimulation and IL-2) increasing the recovery of IL-10 producers detected by a capture assay. Unseparated and FACS-separated cells were further cultured with anti-CD3/anti-CD28 plus IL-2 for three days, and analysed each day for the capacity to produce IL-10 after restimulation with PMA/Ionomycin. While initially, recovery of Foxp3 expressing cells declined in all three groups by about 50%, unseparated and IL-10-depleted Treg numbers stabilized on day 2 and then increased again (**Fig. 5A**). In contrast, viable Tregs derived from IL-10 producers declined further, resulting in only 20% recovery on day 3. Besides declining in number, however, the vast majority of initially IL-10-producing Tregs also ceased to produce this cytokine, resulting in a decline from 90% to 20% within 2 days (**Fig. 5B and 5C**). In contrast, a significant fraction (20%) of initially IL-10 negative Tregs became IL-10 producers within the first day of culture. Thus under optimal *in vitro* stimulation conditions, IL-10 producing Tregs declined both in number and in their capability to produce IL-10, whereas initially IL-10-negative Tregs survived better and gave rise to new IL-10 producers.

**Figure 5:**
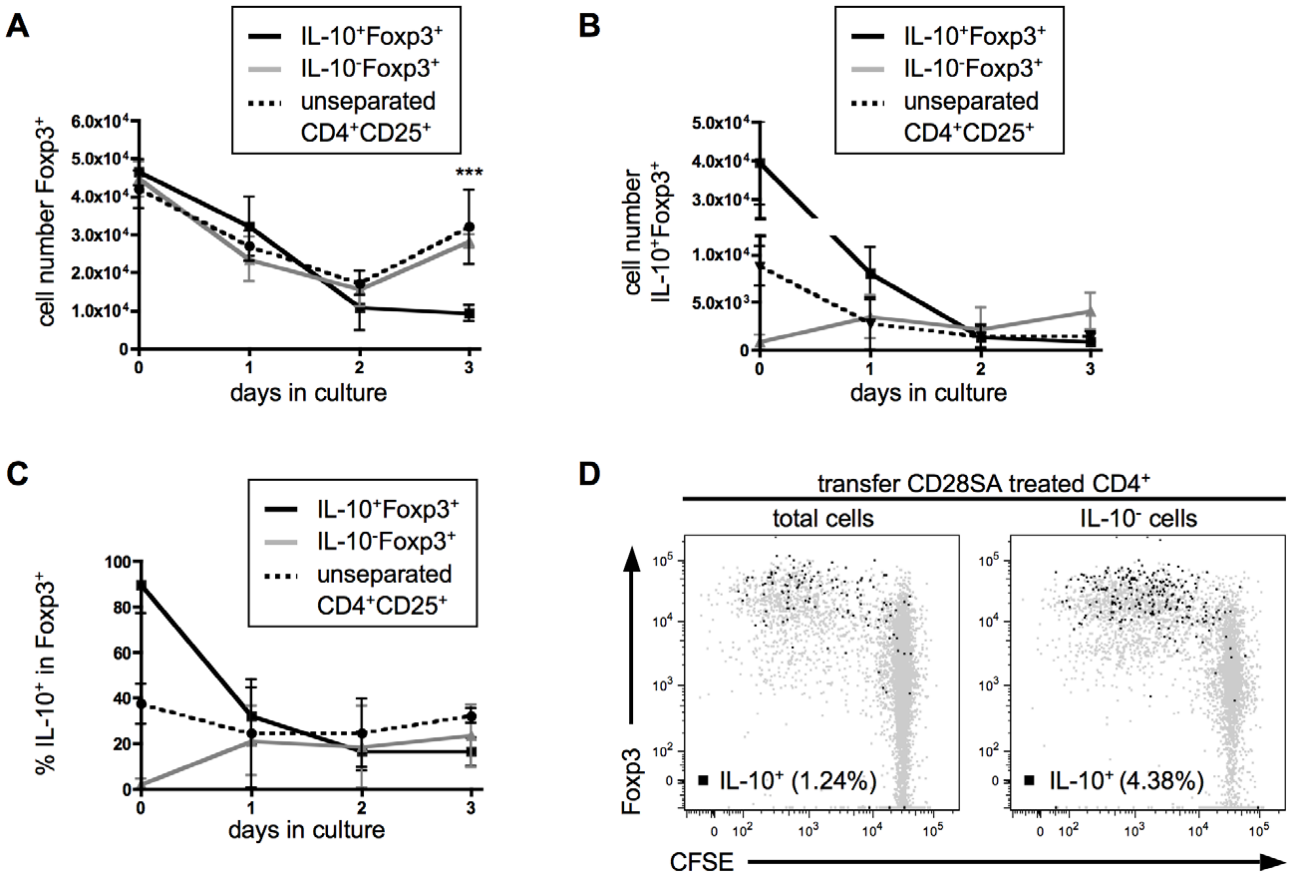
Instability of IL-10 producing phenotype *in vitro* and *in vivo*. (**A–C**) Phenotypic changes during *in vitro* proliferation. CD4^+^CD25^+^ Tregs of CD28SA treated DEREG mice were isolated and stimulated over night with anti-CD3, anti-CD28 and IL-2. Next day cells were stained for IL-10 and separated into IL-10^+^Foxp3^+^ (black line) and IL-10^−^Foxp3^+^ (grey line) via FACS Sorter. Isolated cells where cultured for 1 to 3 days with anti-CD3, anti-CD28, IL-2 and examined for cell numbers of Foxp3^+^ cells (**A**), of IL-10^+^Foxp3^+^ cells (**B**) and for percentage of IL-10 producers (**C**). As a control, unseparated CD4^+^CD25^+^ T-cells (dashed line) were used. Graphs show means ± SD of 3 individual experiments. *** p<0.001 compared IL-10^+^Foxp3^+^ to IL-10^−^Foxp3^+^ cells. (**D**) *In vivo* conversion. CFSE labeled total CD4^+^ T-cells or IL-10^−^CD4^+^ T-cells of Thy1.1 mice 3 days after CD28SA stimulation, were transferred into naïve C57BL/6 mice. One day after cell transfer recipient mice received CD28SA injection. 3 days later cells were re-isolated and analysed for proliferation, Foxp3 and IL-10 expression (black dots). Flow cytometric analysis of transferred T-cells with percentage of IL-10 producing cells is depicted. Graphs show means ± SD from 2–3 mice per group and results are representative of two independent experiments.

To test the latter conclusion in an *in vivo* setting, total and IL-10^−^ CD4^+^ T-cells from CD28SA pretreated Thy1.1 mice (containing 27% and 20% Foxp3^+^ cells, respectively), were labeled with CFSE and transferred into congenic C57BL/6 mice which were treated with CD28SA 24 hours later to further stimulate expansion and IL-10 production. Analysis of lymph node cells after three days showed that mainly Foxp3^+^ cells had proliferated (**Fig. 5D**), and that virtually all IL-10 producers expressed Foxp3. Interestingly, the proportion of IL-10^+^ cells among Tregs was even higher in mice which had received CD4^+^ T-cells depleted of IL-10 producers as compared to those receiving unseparated CD4^+^ T-cells (12.3% vs. 6.32% IL-10^+^ among Foxp3^+^, 4.38% vs. 1.24% IL-10^+^ among CD4^+^), indicating their efficient de novo differentiation from IL-10^−^ precursors (**Fig. 5D**). More than 90% of IL-10 producers in both groups had proliferated, similar to results obtained with transferred naive CD4^+^ T-cells (**Fig. 1E**). Taken together, IL-10 production by Tregs is not a stable phenotype *in vitro* or *in vivo*. Rather, IL-10 production is acquired after clonal expansion and differentiation towards a tissue-seeking phenotype.

### IL-10 producing Tregs are apoptosis-prone

The continuous decline of viable cells recovered from optimally stimulated cultures of IL-10-producing Tregs (**Fig. 5A**) suggested that this high degree of functional activation is accompanied by increased sensitivity to apoptosis, thereby self-limiting immunosuppression. We therefore followed purified IL-10 producing and non-producing Tregs (the same cultures as analyzed in **Fig. 5A**) with regard to the expression of an apoptotic phenotype over time (**Fig. 6A**). Indeed, we observed a continuous increase of Annexin V and 7AAD positive cells, whereas their frequency stabilized in cultures derived from IL-10^−^ Tregs after the first day of culture (**Fig. 6A**).

**Figure 6:**
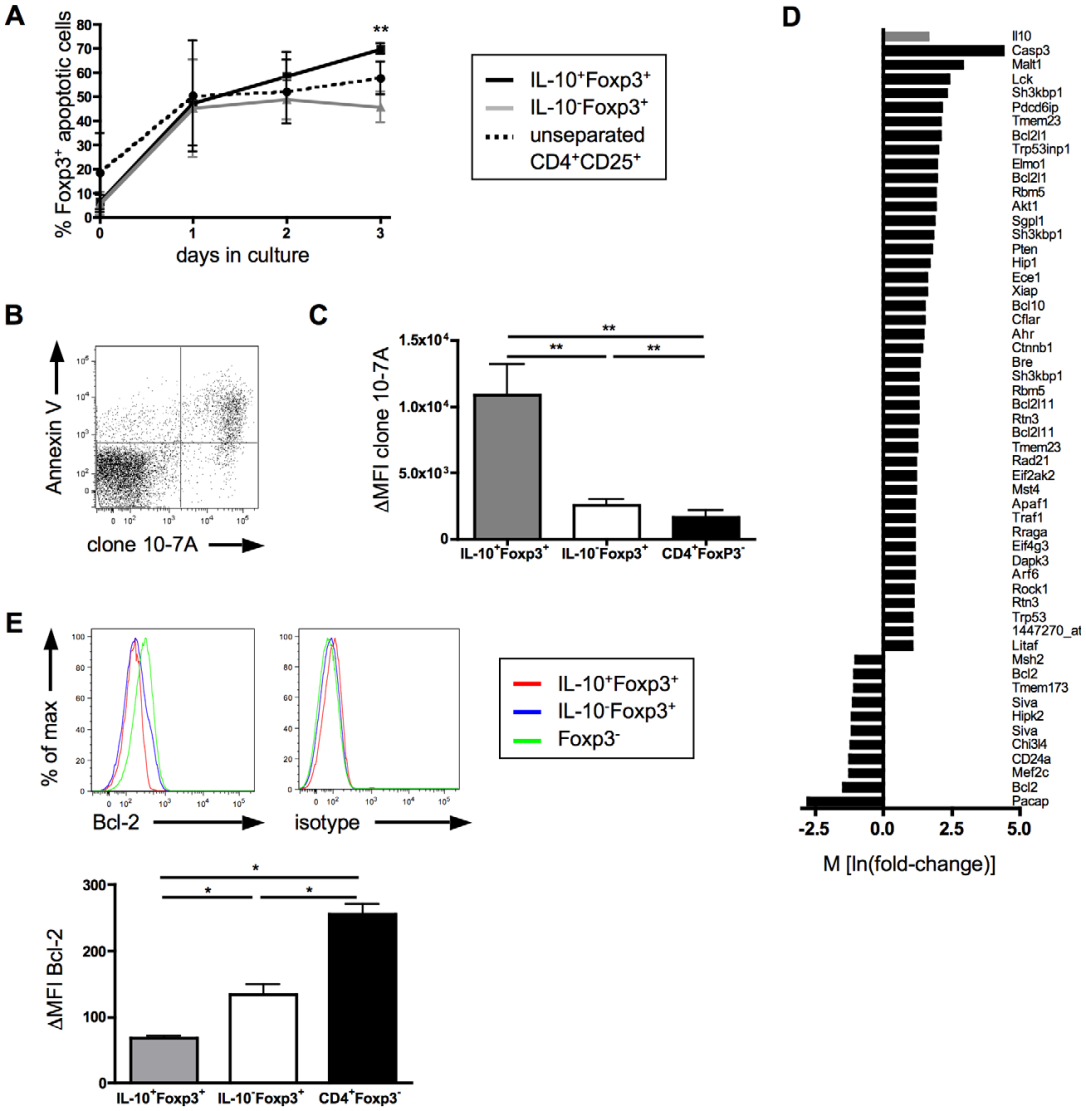
IL-10 producing Tregs are apoptosis prone. (**A**) CD4^+^CD25^+^ Tregs from CD28SA treated DEREG mice were isolated and stimulated over night with anti-CD3, anti-CD28, IL-2. Next day cells were stained for IL-10 and separated into IL-10^+^Foxp3^+^ (black line) and IL-10^−^Foxp3^+^ (grey line) via FACS Sorter and cultured for 1 to 3 days with anti-CD3, anti-CD28, IL-2 and examined for Annexin V and 7AAD positive cells. As control unseparated CD4^+^CD25^+^ T-cells (dashed line) were used. Graphs show means ± SD from 3 individual experiments. ** p<0.005 compared IL-10^+^Foxp3^+^ to IL-10^−^Foxp3^+^ cells. (**B**) Flow cytometric analysis of costaining of Annexin V and clone 10-7A (phospholipids). (**C**) Binding of clone 10-7A given in ΔMFI ( = MFI(marker)−MFI(isotype)) on gated CD4^+^ T-cells 3 days after CD28SA injection dependent on IL-10 and Foxp3 expression. Graphs show means ± SD from 3 or 5 mice assayed individually and results are representative of two independent experiments. ** p<0.005. (**D**) Gene expression data given in M (ln(fold change)) of functional cluster “apoptosis” (DAVID) of sorted IL-10^+^ and IL-10^−^ CD4^+^CD25^+^ Tregs 3 days after stimulation. Transcripts selected for genes that showed ≥2-fold change and an adjusted p-value<0.001 (n = 2). (**E**) Bcl-2 expression of gated CD4^+^ T-cells 3 days after CD28SA injection dependent on IL-10 and Foxp3 expression. * p<0.05. Results are representative of three independent experiments with 3–4 mice.

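Of the genes drawn as higher in Fig. 6D, 31 besides Il10 were measured here, and 28 of them had a probe set past the paper's threshold in that direction. The largest of these differences were in Malt1, a paracaspase of antigen receptor signalling (2.88 on the log2 scale), Sh3kbp1, an adaptor protein of receptor endocytosis (2.29), and Pdcd6ip, a protein of endosomal sorting (2.10). Bcl2l1, which encodes the anti-apoptotic Bcl-xL, had probe sets at 2.05 and 1.91. The brightest probe sets of the 31 genes rose for 10 genes, fell for 6 and did not pass for 15. Those that fell were the ones of Akt1 (-0.62), Eif4g3 (-0.46), Rbm5 (-0.27), Pdcd6ip (-0.26), Sgpl1 (-0.24) and Bcl2l1 (-0.22), and the last 4 did not pass after quantile normalization or without IL-10+ replicate 1 or 2, nor did Eif4g3 without IL-10+ replicate 1 (adjusted p = 0.0557). With the mean over the probe sets of a gene, 5 of these 6 rose instead, Bcl2l1 by 1.00, Sgpl1 by 0.79, Rbm5 by 0.71, Pdcd6ip by 0.55 and Akt1 by 0.36, and Eif4g3 differed by -0.01 (adjusted p = 0.931). Over all 105 probe sets of the 31 genes, 55 rose, 10 fell and 40 did not pass. Of the genes drawn as lower, 8 were measured, and the brightest probe sets of 7 fell. All 4 probe sets of Siva1, a pro-apoptotic gene, fell, as did all 3 of Cd24a and 6 of 8 of Hipk2, a kinase that acts on p53. Mzb1, drawn as Pacap and known from B cells and plasma cells, fell by 2.75 on the log2 scale, and it belongs to a list of 16 markers of those cells, of which 12 fell and 0 rose (13 when adjusted over the list alone; camera, a test of whether a list stands apart from the other genes, adjusted p = 7.11e-08, and adjusted p = 0.603 with an estimated correlation). The 5' probe sets of 4 control transcripts added to the RNA were also higher in IL-10+ samples, by 1.22 (median). The study chose these genes on the same arrays, so their tally is not independent evidence of a direction.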

To further characterize pre-apoptotic cells, we developed a novel mAb, 10-7A, which binds to phospholipids (phosphatidylethanolamine, phosphatidylserine and cardiolipin) exposed on such cells at the outer leaflet of the plasma membrane (**Fig. S2A, B**). As shown in **Figure 6B**, this mAb detects most Annexin V reactive cells, but provides superior resolution. In fact, *ex vivo* staining of CD28SA activated lymph node cells for exposed phospholipids revealed that IL-10 producing Tregs express much higher levels as compared to IL-10 non-producers and conventional CD4^+^ T-cells (**Fig. 6C**).

Finally, the hypothesis that IL-10 secreting Tregs are more apoptosis-prone than their IL-10-negative counterparts was further tested by gene expression analysis. 

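The expression data came from 4 samples of CD4+CD25+ T-cells of C57BL/6 mice, 2 sorted as IL-10+ and 2 as IL-10− with the IL-10 secretion assay, 3 days after injection of 200 µg of CD28SA, a superagonistic antibody to CD28 that boosts weak signals of the T-cell receptor. The sample labels add an overnight culture before the sort, with anti-CD3 at 2 µg/ml, anti-CD28 at 5 µg/ml and IL-2 at 200 U/ml. Each sample was hybridized to 1 Affymetrix mouse genome array, on which a gene can be read by several probe sets at different places of its transcript. The methods give 2 µg of total RNA for labelling, and the labels give 100 ng. The authors normalized the intensities by variance stabilization and deposited 45101 values per array, read here as log2. From there, the 64 control probe sets were set aside and 45037 probe sets were compared between the groups with limma, with Benjamini-Hochberg adjustment over all of them. A gene or probe set is said to have risen or fallen in IL-10+ cells where its adjusted p was under 0.05, and differences are IL-10+ minus IL-10−. A gene with several probe sets is represented by the probe set with the highest mean over the 4 arrays, called the brightest below, which gave 18193 genes. Il10 itself, the gene of the cytokine used for the sort, checks the labels: it stood at 12.01 ± 0.01 (SD, n = 2) in IL-10+ and at 10.39 ± 0.03 (SD, n = 2) in IL-10− cells. The precision is limited by the number of arrays, and since nothing says whether samples of 1 group came from separate mice or sorts, the p-values measure only the spread between these samples, which may be technical.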

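Rock1, the kinase behind membrane blebbing in dying cells, Apaf1, the scaffold of the apoptosome, and Bcl2l11, which encodes Bim, each had at least 1 probe set that rose by over 1 on the log2 scale in IL-10+ cells, while Bcl2 was lower. For Bcl2l11, 3 of 5 probe sets rose, by 1.23, 1.22 and 0.24 on the log2 scale (the last not without IL-10+ replicate 1, adjusted p = 0.167, or 2, 0.151, or IL-10− replicate 3, 0.0794, nor after median centring, 0.136), 1 fell by 0.39, and the brightest differed by -0.01 (standard error 0.07, adjusted p = 0.954 from limma). For Rock1, 2 of 5 rose, by 1.08 and 0.63, and the brightest differed by -0.15 (standard error 0.06, adjusted p = 0.131; after median centring -0.23, which passed, and after quantile normalization -0.01). The second brightest of Rock1 differed by 0.20 and passed upwards after quantile normalization (0.32, adjusted p = 0.0314) and without IL-10− replicate 4 (0.35, adjusted p = 0.00309). For Apaf1, the dimmer of 2 probe sets went from 7.22 ± 0.07 to 8.35 ± 0.02 (SD, n = 2 each), and the brighter one from 9.50 ± 0.15 to 9.72 ± 0.02 (SD, n = 2 each), with an adjusted p of 0.0855 (0.0117 after quantile normalization and 0.00439 without IL-10− replicate 4). Bcl2, the founding inhibitor of mitochondrial apoptosis, fell in 4 of 5 probe sets, by 0.63 to 1.44 on the log2 scale, its brightest going from 9.40 ± 0.06 to 8.64 ± 0.05 (SD, n = 2 each; adjusted p = 0.000182). The remaining one differed by 0.14 and passed upwards without IL-10− replicate 3 (0.32, adjusted p = 0.00637). Among the apoptosis lists set before the data were examined, the pro-apoptotic BCL2 family had 0 of 10 genes higher and 2 lower, Bak1 (-0.74, with its dimmer probe set at 0.74) and Bid (-0.38), the same numbers as when adjusted over the list alone. Its anti-apoptotic members had 0 of 4 higher and 2 lower (1 higher and 2 lower when adjusted over the list alone). Of 11 caspase and apoptosome genes, 1 rose and 2 fell, also when adjusted over the list alone. Casp6, an executioner caspase, rose by 0.82 (adjusted p = 8.33e-05), and Htra2, a mitochondrial protease that promotes apoptosis, fell by 0.58. A list of death receptors, their ligands and signalling partners is called death receptors and ligands below. It had 2 of 12 higher and 5 lower, also when adjusted over the list alone. Among the higher genes was Ripk3 and among the lower ones Fadd and Tradd, none of them a receptor or ligand. Tnfsf10, which encodes TRAIL, was also lower (-0.69). Inhibitors of apoptosis had 1 of 7 higher and 3 lower (2 and 4 when adjusted over the list alone). Those that fell were Birc5 (-0.42), also counted among genes of mitosis, and 2 dim genes. These were Naip5 (5.93 in IL-10− and 5.56 in IL-10+ cells) and Naip2 (6.93 and 6.67). Birc6 rose (0.32), and Xiap (0.33), Birc3 (0.15) and Birc2 (-0.27) did not pass. Targets of p53 had 1 of 14 higher and 4 lower (2 and 4 when adjusted over the list alone). After quantile normalization, 1 rose and 2 fell in the pro-apoptotic and 1 and 1 in the anti-apoptotic BCL2 family. It was 3 and 1 among caspase and apoptosome genes, 1 and 4 among death receptors and ligands, 3 and 3 among inhibitors of apoptosis, and 3 and 3 among targets of p53. None of these 6 lists passed camera (adjusted p from 0.545 to 0.972, and from 0.769 to 0.973 with an estimated correlation). With all probe sets of a gene averaged, the differences were 0.46 for Bcl2l11 and 0.34 for Rock1, both of which then passed, and the pro-apoptotic BCL2 family had 2 genes higher and 0 lower. In the other lists it was then 1 and 2 for the anti-apoptotic BCL2 family, 2 and 2 for caspase and apoptosome genes, 4 and 2 for death receptors and ligands, 2 and 3 for inhibitors of apoptosis and 6 and 2 for targets of p53. On these arrays the 5' probe sets of the added control transcripts were higher in IL-10+ samples by 1.22 (median of 4). The paper uses the arrays to test its hypothesis that Tregs secreting IL-10 are prone to apoptosis, and takes the fall of Bcl2 on to the protein (Fig. 6E).

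**Figure D1:**
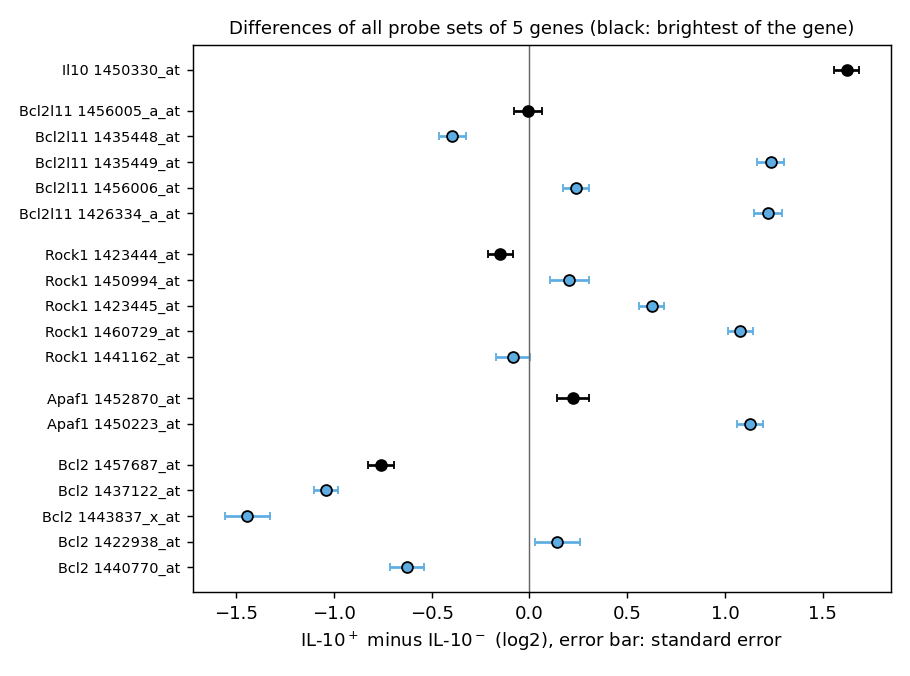
Difference between the IL-10+ and IL-10− arrays (log2, horizontal axis) for every probe set of Il10, Bcl2l11, Rock1, Apaf1 and Bcl2, ordered within each gene from bright to dim, with standard errors from limma. The brightest probe sets (black) of Bcl2l11 and Rock1 sit at -0.01 and -0.15, while dimmer ones of the same genes reach 1.23 and 1.08.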

Several pro-apoptotic genes like Caspase 3, Pten, Bcl2l11 (Bim), Rock1 or Apaf1 were upregulated in IL-10 producing compared to IL-10 negative Tregs, whereas the anti-apoptotic gene Bcl-2 was downregulated (**Fig. 6D** **and S3A**), a finding which was confirmed by flow cytometric measurement at the protein level (**Fig. 6E**).

## Discussion

Here we report that Tregs polyclonally activated with CD28SA *in vivo* not only dramatically expand in numbers, but also initiate IL-10 production and upregulate effector molecules and homing receptors guiding them to inflamed tissue. Furthermore, suppression was self-limiting as IL-10 production was followed by apoptosis of the effector Tregs.

Previous work by others has shown that *in vitro*, a fraction of Tregs acquires competence for IL-10 production after several rounds of cell division driven by TCR plus IL-2 stimulation [3], [4]. Here, we show that this conversion also occurs, and with an even higher efficiency, during polyclonal Treg stimulation *in vivo*, where it also depends on previous cycling. Thus, proliferating Tregs in CD28SA stimulated mice initially contained only very few (<2%) IL-10 producers, but this proportion dramatically increased to about 25% by day 3, with peak frequencies in Tregs having undergone 5–7 cell divisions (**Fig. 1**). Furthermore, FACS-sorted non-IL-10 producing Tregs restimulated *in vivo* via CD28SA initiate IL-10 secretion (**Fig. 5D**). By transfer experiments we could demonstrate that conversion of Tconv into Foxp3^+^ and/or IL-10^+^ cells does not contribute to the enriched numbers of IL-10^+^ Foxp3^+^ cells in our system (**Fig. 1D**). Mechanistically, the *in vitro* and *in vivo* observations on IL-10 induction in Tregs are most likely equivalent because CD28SA amplifies weak TCR signals [24], and IL-2 is provided by concomitant stimulation of conventional CD4^+^ T-cells [19]. Treg conversion from an IL-10 incompetent to an IL-10 competent phenotype was also observed *in vivo* using Foxp3/IL-10 reporter mice under steady-state conditions [7]. Since Tregs undergo continuous homeostatic turnover, this is not in contrast to our conclusion that cell division precedes expression of IL-10.

Both in resting [7] and in CD28SA stimulated mice (**Fig. 2**), IL-10 competent Tregs have features of activated or memory T-cells (CD44^high^, CD45RB^low^, GITR^high^, ICOS^high^). Importantly, IL-10 producing Tregs from CD28SA stimulated mice were particularly high in the expression of regulatory effector molecules which was most prominent for CTLA-4 with a 2.5-fold higher expression than on their IL-10 negative counterparts, and a 20-fold upregulation above the constitutive level on resting Tregs (**Fig. 2**). Recently, the importance of this receptor for Treg function was underscored by its ability to remove costimulatory ligands (CD80, CD86) from APCs by trans-endocytosis [27].

*In vivo* CD28SA activated Tregs demonstrated dramatically enhanced suppressor activity *in vitro* ([19], **Fig. 3**) and also *in vivo* [19], [28]. Importantly, we observed a particularly high, while IL-10 independent, suppressive activity within the IL-10 producing subset of *in vivo* activated Tregs, correlating with their high level of regulatory cell surface receptors.

Tissue-specific homing receptors were previously shown to be upregulated on effector/memory-like Tregs [12], [29]. In agreement with these reports, CD28SA stimulation downregulated the lymphoid homing-receptor CCR7 [13], but upregulated the inflammation-seeking receptor CCR5 and CCR6 [13], [30], [31] on Tregs. In accordance with the view that polyclonally (CD28SA) activated IL-10 producers are a correlate, at the population level, of the few Tregs in unmanipulated mice producing IL-10 in response to (self)antigens, these also expressed tissue-homing receptors (CD103, CCR5, CCR6) consistent with their preferential recruitment to inflamed sites (**Fig. 4A** and data no shown).

A key finding of the present study is that after clonal expansion and acquisition of IL-10 competence and tissue-homing capability, most of these highly activated Tregs undergo apoptosis, and most of the remaining cells lose the capacity to produce IL-10, ensuring termination of immunosuppression after clearance of an infection. The preferential apoptosis of IL-10 producing Tregs (**Fig. 1E** and **6A**) is in line with the well-known link between extensive proliferation and apoptosis [32]. Activation-induced cell death depending in part on death receptor CD95 and its ligand CD95L is one mechanism that controls the pool of conventional CD4^+^ T-cells, but data regarding the sensitivity to CD95-mediated apoptosis of Tregs are inconsistent [33], [34]. For human Tregs it was shown that effector/memory Tregs are highly sensitive to apoptosis whereas naïve/resting Tregs are more resistant [34]. In line with this, we and others observed downregulation of the anti-apoptotic protein Bcl-2 (**Fig. 6E** and [35]) and upregulation of pro-apoptotic proteins like Bim or Caspase 3 in effector/memory-like IL-10 producing Tregs after activation. However, upregulation of CD95L was not accompanied by upregulation of CD95 (data not shown) after CD28SA stimulation. Furthermore it is unlikely that IL-10 itself, which can induce apoptosis in several cell types like mast cells, macrophages and CD4^+^ T cells from SLE patients [36], [37] is responsible for the preferential apoptosis of IL-10 producing Tregs since *in vivo* CD28SA activated IL-10 producing and non-producing Tregs express comparable and low levels of IL-10R (**Fig. S3B**). Thus, it is not clear yet which mechanism(s) primarily drive(s) apoptosis of IL-10 producing Tregs.

Taken together, our data connect clonal expansion, functional differentiation as highlighted by competence for IL-10 production, migration to inflamed sites, and programmed cell death within a polyclonal wave of Treg activation. This sequence of events correlates well with the striking efficacy of CD28SA treatment in a broad spectrum of murine immune pathologies, and with the return of the immune system to normality once Treg levels have subsided in these models. While the unexpected cytokine release syndrome induced by a human CD28SA [38], now traced back to the stimulation of effector memory CD4 T-cells [39], [40], interrupted the development of this strategy in humans, transient polyclonal Treg activation remains an attractive, and broadly applicable approach for the future.

## Materials and Methods

### Ethics statement

All experiments were performed according to the German regulations for animal experimentation and approved by the Government of Lower Franconia as the responsible authority (Permit Numbers 55.2-2531.01-64/07 and -64/11).

### Mice

C57BL/6 (Harlan Winkelmann, Borchen, Germany), congenic Thy1.1^+^C57BL/6 mice (Jackson Laboratories) and DEREG mice generously provided by Tim Sparwasser [26] were bred in the institute's barrier-facility and used between 6–12 weeks of age.

### *In vivo* expansion of T-cells by superagonistic anti-CD28 mAb

CD28SA (D665) [25] was bioreactor-produced in a low-endotoxin format by Exbio, Prague, Czech Republic, Invivo Biotech, Henningsdorf, Germany, or Serotec, Oxford, UK. PBS was used as negative control. 200 µg per mouse was injected intraperitoneally.

### Flow cytometry

Fluorochrome-labeled or biotinylated Abs to the following proteins were used: CD4 (RM4-5), CD25 (7D4), CD103 (M290), CD62L (MEL-14), CD44 (Ly-24), CD45RB (16A), CD90.1 (OX-7), GITR (DTA-1), ICOS (7E.17G9), CCR5 (C34-3448), CCR6 (140706), Bcl-2 (3FM) and IL-10 (JES5-16E3) from BD Biosciences and LAP (TW7-16B4), IL-10R (1B1.3a) from BioLegend. For intracellular IL-10 staining cells were restimulated with PMA (0.1 µg/ml, Sigma-Aldrich), Ionomycin (1 µg/ml, Sigma-Aldrich) and Golgistop (BD) for 4 hours, washed, fixed with Fix/Perm Buffer from eBioscience and permeabilized with Perm Buffer (BD). Foxp3 (FJK-16s), CCR7 (4B12), PD-1 (J43), CTLA-4 (UC10.4B9), CD39 (24DMS1) and staining reagents from eBioscience were used according to the manufacturer's instructions. Acquisition was performed on a FACSCalibur™ or BD™ LSR II and data were analyzed using FlowJo software (TreeStar Inc, Ashland, OR, USA). 10-7A is an IgM antibody generated from mice immunized with a plasma membrane fraction isolated from CD28SA activated rat Tregs. It was shown by ELISA (modified after [41]) that it is specific for phospholipids (phosphatidylethanolamine, phosphatidylserine and cardiolipin). As secondary antibody we used PE labeled anti-IgM (R6-60.2, BD).

### Cell isolation and cell culture

Single-cell suspensions of lymph nodes were stained with a cocktail of biotin-labeled antibodies (BD), followed by incubation with Streptavidin MicroBeads. CD4^+^ T-cells were prepared by negative selection using the MACS separation system (Miltenyi Biotech). CD25^+^ and CD25^−^ CD4^+^ T-cells were separated using biotin-labeled anti-CD25 mAb (7D4) and Streptavidin MicroBeads. IL-10 producing cells were stained with IL-10 Secretion Assay (Cell Enrichment and Detection Kit) from Miltenyi Biotec according to manufacturer's instructions and sorted for IL-10 positive and negative cells via Cellsorter Vantage Diva. Cells were cultured with anti-CD3 (145-2C11, 2 µg/ml, BD Biosciences), anti-CD28 (E18, 5 µg/ml, Exbio, Prague, Czech Republic) and recombinant human IL-2 (200 U/ml, Novartis, Basel, CH) for up to three days. For detection of apoptosis cells were stained with Annexin V and 7AAD (BD Biosciences).

### Adoptive transfer

Purified CD4^+^ T-cells or purified IL-10^−^ CD4^+^ T-cells of untreated or CD28SA stimulated Thy1.1 mice (day 3) were labeled with 10 µM CFSE (Invitrogen) at RT for 5 min. A total of 1.0×10^7^ cells in PBS were transferred i.v. one day before CD28SA stimulation. Average cell division numbers (acd) were calculated as Σ(% of cells in generation (n)×n)/100, (n = number of generation). For conversion experiments purified CD4^+^ T-cells of DEREG mice were FACS sorted for Foxp3^−^(GFP^−^) cells. A total of 7.0×10^6^ cells in PBS were transferred i.v. into congenic Thy1.1 mice one day before CD28SA stimulation.

### *In vitro* suppression assay

Isolated CD4^+^CD25^−^ responder T-cells (5×10^4^) were CFSE labeled and cultured for 3 days in U-bottomed 96-well plates with various dilutions of purified IL-10^+^, IL-10^−^ or CD4^+^CD25^+^/Foxp3^+^(GFP^+^) Tregs in the presence of soluble anti-CD3 (1 µg/ml), irradiated splenic APC (20 Gy; 2×10^5^) and where mentioned anti-IL-10R (1B1,2, 10 µg/ml). Proliferation was assayed by CFSE dilution.

### Microarray analysis

Total RNA was extracted from isolated IL-10^+^ and IL-10^−^ CD4^+^CD25^+^ T-cells from C57BL/6 mice by TRIZOL (Invitrogen) method. Expression profiling analysis of RNA from IL10^+^ and IL-10^−^ Tregs was performed on GeneChip® Mouse Genome 430 2.0 (Affymetrix, Santa Clara, CA). RNA quality was checked using a BioAnalyzer (Agilent). RNA integrity numbers (RIN) of the RNAs were between 9.4 and 9.6. Reverse transcription, second-strand synthesis and cleanup of double-stranded cDNA were performed according to the Affymetrix protocols (One-Cycle cDNA synthesis Kit, Affymetrix, Santa Clara, CA) starting from 2 µg of total RNA. Data were analyzed using different R packages from the Bioconductor project (www.bioconductor.org). Resulting signal intensities were normalized by variance stabilization [42]. The quality of all data sets was tested by density plot and RNA degradation plot. 

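The transcripts of b-actin and Gapdh, which the array reads near both ends, were lower at the 5' end in IL-10− samples, while the distributions of all values were close. For b-actin the 5' probe set was at 14.06 ± 0.01 in IL-10+ and 12.94 ± 0.17 in IL-10− samples (SD, n = 2 each), against 14.19 ± 0.04 and 13.79 ± 0.12 for the 3' probe set. The 5' probe set of Gapdh, a glycolytic enzyme, was higher in IL-10+ samples by 0.88 and the 3' probe set by 0.02. The control probe sets of the transferrin receptor were higher in IL-10+ samples at both ends, by 1.59 at the 5' and 1.15 at the 3' end. The 5' pattern of b-actin and Gapdh was also seen for the 4 bacterial transcripts dap, lys, phe and thr, which are not made by mouse cells but added as poly-A RNA for labelling. In 1 of the 2 series of probe sets for them, the 3' probe sets differed between the groups by -0.22 to 0.17, and the 5' probe sets were higher in IL-10+ samples by 2.16 for dap, 0.68 for lys, 0.96 for phe and 1.48 for thr. In the other series it was -0.23 (lys) to 0.21 (thr) at the 3' end and 0.62 (lys) to 1.96 (dap) at the 5' end. Each 5' probe set was lower on both IL-10− arrays than on both IL-10+ arrays, and the 5' values of dap in the first series were 8.14 and 7.14 on the IL-10− arrays. The control probe sets for 18S ribosomal RNA went the other way at the 3' end, with 8.06 ± 0.13 in IL-10+ and 10.2 ± 0.20 in IL-10− samples (SD, n = 2 each), and stood at 8.26 ± 0.32 and 7.80 ± 0.03 at the 5' end. Medians over all probe sets were 6.41 and 6.41 on the IL-10+ and 6.35 and 6.31 on the IL-10− arrays, and upper quartiles ran from 7.70 to 7.72. The control probe sets were set aside before the limma comparison, so their differences are given as values without a test. With 2 arrays against 2, an exact test of 1 transcript cannot go below p = 0.333.

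**Figure D2:**
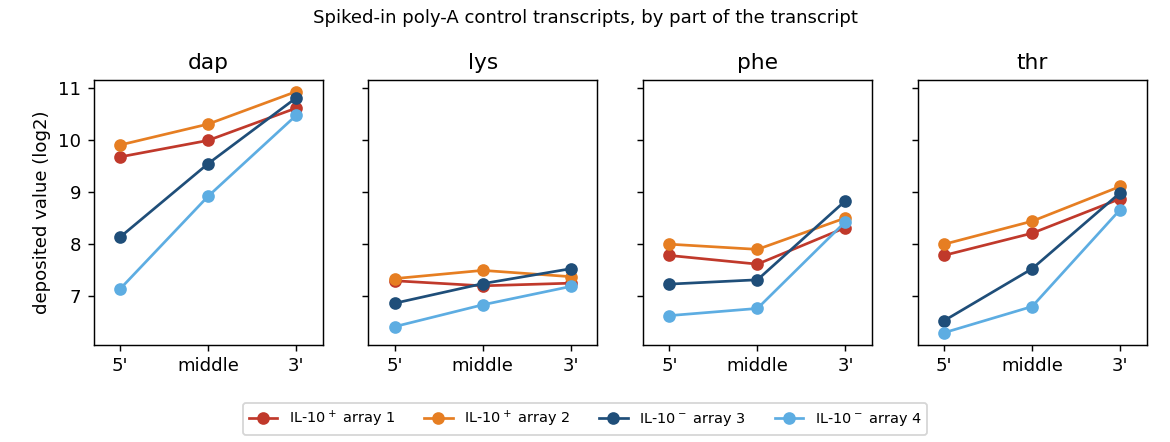
Deposited values (log2, vertical axis) of the 5', middle and 3' probe sets of the added control transcripts dap, lys, phe and thr (first series), 1 line per array. The lines meet at the 3' end and part at the 5' end, by 2.16 between the group means for dap.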

Statistical analysis to select differentially expressed genes was performed using the LIMMA (Linear Models for Microarray Analysis) package [43]. To find transcripts that were different between two samples, we selected for genes that showed a fold change of at least 2-fold to maximal 79-fold and an adjusted p-value<0.001. 

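The genes with the largest rises in IL-10+ cells, by their brightest probe sets, included Tnfrsf8, the receptor CD30 (2.36 on the log2 scale), Rab27a, which moves secretory granules to the membrane (2.19), Pim1, a survival kinase induced by cytokines (2.09), Prf1, the pore-forming perforin (1.96), and Btg2, which restrains proliferation (1.68). Cap1 (2.48) and Pfn1 (1.82) bind actin, and Anp32a (2.10), Gas2l3 (2.03), Ppp4c (2.03), Phxr4 (1.92) and Klhl28 (1.68) complete the 12 largest. Tnfrsf8 stood at 9.31 ± 0.06 in IL-10+ and 6.95 ± 0.25 in IL-10− cells, and Pim1 at 10.81 ± 0.09 and 8.72 ± 0.17 (SD, n = 2 each). Among the 12 largest falls were genes of antibody chains and antigen presentation: Igha (-5.45), H2-Aa (-3.71), Igkv8-30 (-3.45), Jchain (-2.75), Cd74 (-2.59) and a further kappa chain variable gene (-2.56). The others of the 12 are Mzb1 (-2.75), Igfbp4 (-3.29), Tgm2, a transglutaminase (-2.93), Il18r1, a chain of the IL-18 receptor (-2.30), Trat1, an adaptor of the T-cell receptor (-2.29), and Ccr7, the lymph node homing receptor (-2.28, adjusted p = 2.14e-06). The values of H2-Aa, Igkv8-30, Tgm2 and the further kappa chain variable gene come from probe sets marked as able to match several genes. In probe sets without that mark, Tgm2 differed by -2.09 and the further kappa chain variable gene by 0.049, and H2-Aa and Igkv8-30 had none. At an adjusted p under 0.05 from limma, 6133 probe sets were higher and 7307 lower in IL-10+ cells (4668 and 10076 after median centring). At least 2-fold changes with an adjusted p under 0.001 left 775 higher and 259 lower. Of 471 genes that had a higher probe set past this limit and another, brighter one, the brightest rose for 160 and fell for 113, whereas for the lower side it fell for 54 of 65 and rose for 0. The middle probe sets of the added control transcripts were higher in IL-10+ samples by 0.82 (median of 4). With the brightest probe set of each gene alone, a setting chosen after seeing the data, 87 genes were higher and 144 lower at the same limits, and at an adjusted p under 0.05 it was 1665 and 4352.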

To evaluate functional categories and to map the selected genes to pathways DAVID (http://david.abcc.ncifcrf.gov/home.jsp) database was used. 

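More cytokine genes rose than fell in IL-10+ cells, and more cell cycle genes fell than rose. Neither group passed camera with an estimated correlation (adjusted p = 0.603). That setting rests on 2 residual degrees of freedom and 0 of 36 lists passed it, so its failures do not decide about a list. Of 24 cytokine genes, Il10 included, 13 rose and 5 fell (the same when adjusted over the list alone). The cells were sorted on IL-10, and no test of this list without Il10 is given here. Among the other cytokine genes that rose were the type 2 cytokines Il4 (1.62 on the log2 scale) and Il5 (1.38) and the chemokine Ccl3 (1.35). Il13 (1.14) and Ifng (0.71), named after their values were seen, also rose. Il2 was low in both groups and differed by -0.06 (adjusted p = 0.686). Of 14 genes of the unfolded protein response and secretion, 8 rose and 2 fell (9 and 2 when adjusted over the list alone, 9 and 0 after quantile normalization). The chaperones and foldases Sdf2l1 (0.90), Pdia6 (0.62), Creld2 (0.55) and Manf (0.49) led the rises. Without IL-10+ replicate 1 or 2 and after median centring the list had 5 higher. Of 23 genes of the G1/S transition and DNA replication, 18 fell and 1 rose (20 and 1 when adjusted over the list alone), among them the replicative helicase gene Mcm7 (-1.07) and its loader Cdc6 (-0.80). Of 19 genes of G2/M and mitosis, 14 fell and 1 rose (15 and 1 when adjusted over the list alone), with Ccnb2 (-0.78), Mki67, which encodes the proliferation marker Ki-67 (-0.69), and Top2a (-0.63). Without IL-10+ replicate 1 the number lower was 9. Of 14 interferon response genes, 8 fell and 0 rose, also when adjusted over the list alone, led by Usp18 (-1.56) and Rtp4 (-0.71), and without IL-10+ replicate 2 the number lower was 5. Of 16 genes of oxidative phosphorylation, 9 fell and 0 rose, also when adjusted over the list alone, by 0.51 for Uqcrc1 and 0.47 for Cox6c, and without IL-10+ replicate 1 or 2 it was 3 or 5. In camera with its preset correlation of 0.01, these 6 lists passed, with adjusted p of 0.000121 for cytokines, 0.00684 for the unfolded protein response, 8.54e-07 for G1/S, 0.000591 for G2/M, 0.0419 for interferon response and 0.00749 for oxidative phosphorylation. With an estimated correlation none of them passed (adjusted p = 0.603 for each). On the same arrays, 12 of 16 markers of B cells and plasma cells and 3 of 6 NK cell markers fell, and 0 of either rose. The median difference was -0.17 over the 5601 probe sets with a mean of 9 or more, so small falls of bright genes lie near that of bright probe sets in general. The 3' probe sets of the added control transcripts differed by 0.04 (median of 4), against the larger differences at their 5' ends.

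**Figure D3:**
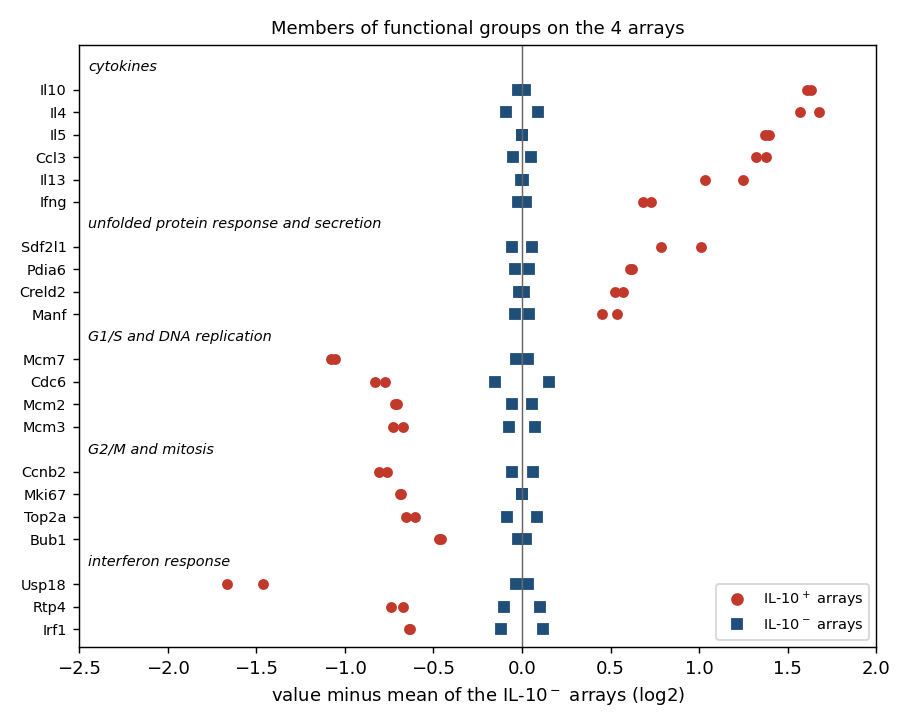
Values of named genes on the 4 arrays, relative to the mean of the IL-10− arrays (log2, horizontal axis), by functional group. Both IL-10+ arrays lie above both IL-10− arrays for the cytokine genes shown, and below both for Mcm7 and Mki67.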

The microarray data are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/gds) under the accession number GSE41492.

### Sponge implantation

Polyester-polyurethane sponges (5×5 mm^2^) (Vitaform Ltd, Manchester, UK) containing heatkilled *Listeria monocytogenes* were implanted s.c. in C57BL/6 mice [44]. After 4 days mice were treated with 200 µg CD28SA or PBS i.p.. On day 7 sponges were recovered, cells were washed out several times with BSS/BSA and stained for Foxp3 and IL-10 via IL-10 Secretion Assay.

### Statistical analysis

Data are presented as mean ± SD. Statistical significance was analyzed by unpaired *t*-test or Mann-Whitney U test using GraphPad Prism Software. Values of p<0.05 were considered to be statistically significant.

## Supporting Information

Figure S1 **Expression of migration related receptors of Tregs after CD28SA injection.** Percent of migration related receptor positive cells in unstimulated Foxp3^+^ and Foxp3^−^ CD4^+^ T-cells and 3 days after CD28SA stimulation in IL-10^+^ Foxp3^+^ (grey bar), IL-10^−^Foxp3^+^ (white bar) and Foxp3^−^ (black bar) CD4^+^ T-cells. Graphs show means ± SD from 3–4 mice assayed individually and results are representative of two independent experiments. * p<0.05, ns: no significant difference.
(TIF) Click here for additional data file.

Figure S2 **Characterisation of clone 10-7A.** (**A**) Surface staining of isolated *in vivo* CD28SA activated rat T-cells after 48 h culture in medium+IL-2 with clone 10-7A and CD25. (**B**) ELISA, which identified phosphatidylethanolamine, phosphatidylserine and cardiolipin as target antigens for clone 10-7A mAb.
(TIF) Click here for additional data file.

Figure S3 **Expression of IL-10R and genes associated with apoptosis.** (**A**) Gene expression data of functional cluster “apoptosis” (DAVID) of sorted IL-10^+^ and IL-10^−^ CD4^+^CD25^+^ Tregs 3 days after stimulation. Ratio: gene expression level of IL-10^+^ to IL-10^−^ CD4^+^CD25^+^ cells, M: ln(fold change). Transcripts selected for genes that showed ≥2-fold change and an adjusted p-value<0.001 (n = 2). (**B**) IL-10R expression of lymph node cells 3 days after CD28SA injection dependent on CD4, IL-10 and Foxp3 expression. * p<0.05. Results are representative of two independent experiments with 4–5 mice.
(TIF) Click here for additional data file.

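Read on the log2 scale, the difference in Il10 is 3.08-fold, that of the dimmer Apaf1 probe set is 2.19-fold, and the largest fall of a Bcl2 probe set is 2.72-fold. The hybridization controls bioB, bioC, bioD and cre bear on the base of the logs. They are added at 1.5, 5, 25 and 100 pM. Their mean values were 8.53, 9.84, 11.91 and 13.53. The step from bioB to cre was 5.00, with 4.96 to 5.02 on the single arrays. The difference in concentration is 6.06 in log2 units and 4.2 in natural log units, so on a natural log scale the measured step would exceed the added one. Probe sets differ in affinity, so this step alone does not settle the base.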

How the deposited data were processed for this re-analysis (not part of the article)

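Gene expression was measured in 2 IL-10+ and 2 IL-10− samples of CD4+CD25+ T-cells from CD28SA treated C57BL/6 mice, with 1 Affymetrix mouse genome array per sample. The authors extracted RNA with TRIZOL, labelled it, and normalized the signal intensities by variance stabilization with R packages of Bioconductor; the paper's text does not name how probes were summarised into probe sets. The deposited table holds 1 value per probe set and array read here as log2, and variance stabilization compresses the values of dim probe sets.

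From these values, limma 3.58.1 in R 4.3.3 (lmFit and eBayes, a moderated two-sided test, Benjamini-Hochberg adjustment) compared the groups over 45037 probe sets, after 64 control probe sets were set aside. The prior had 5.44 degrees of freedom, added to 2 residual ones. The threshold of the paper, at least 2-fold with an adjusted p under 0.001, was applied as a log2 difference of at least 1. The limma step was first tested on simulated values for 45037 probe sets with the spread of these arrays: of 100 probe sets changed by 0.5 on the log2 scale 54% were called, of 100 changed by 1 it was 99%, and 7 unchanged ones were called. Far fewer probe sets were changed there than were called in the data (6133 higher and 7307 lower), which makes the adjustment stricter. The shares thus do not give the sensitivity in these data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

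Gene names came from the platform annotation, which can be old: 34958 probe sets name 1 gene, 932 name several and were used for no gene, and 9211 are not listed and are unnamed here. Matching by gene identifier to the RefSeq genes of GRCm38.p6 changed 0 symbols. No coordinates are given, since the table names no genome build. A gene was represented by the probe set with the highest mean over the 4 arrays among those that name it alone. Some genes that the paper names for the arrays are not reported here.

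The tests, the alternatives, 26 gene lists, 10 lists of markers of other cell types and the rule for named genes were set before the data were examined. The rule took the genes that the paper's text names for the arrays with all their probe sets, the genes of Fig. 6D as a tally, the 12 largest differences in each direction among genes past an adjusted p of 0.05 whose groups do not overlap, up to 4 passing members of each list by size, and the receptors, cytokines and transcription factors that the paper measured by flow cytometry or discusses. The values of Fig. 6D had been seen beforehand. Lists were tested as counts of passing members and with camera, with a preset correlation of 0.01 and with an estimated one. The alternatives were quantile normalization, median centring, leaving out the probe sets below the median, a trend or robust estimation in the prior, leaving out each array in turn, the other log base, a looser adjusted p, the mean over the probe sets of a gene, and probe sets without the suffixes x or s. A further one, the brightest probe set of each gene alone, was added after seeing the data. Depth has no counterpart on arrays, and the 4 arrays limit the precision. Flow cytometry, culture and suppression experiments of the paper were not analysed here.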

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

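The test on the brightest probe sets past the threshold of the paper and the comparison of cell cycle genes with random lists were set before their results were seen; the other tests below were chosen after the patterns had been seen. Signals in control and other transcripts that the paper does not discuss led to 3 results. The 5' probe sets of the added poly-A controls were higher in IL-10+ samples by 1.22 (median of the 4 transcripts). Probe sets of 1 gene passed in opposite directions for 1078 of 9010 genes with several probe sets (fewer with either IL-10+ array left out, as given below). Igha, the constant chain of IgA, had the largest difference among named genes, -5.45.

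Many probe sets of apoptosis genes drawn as higher in Fig. 6D were higher in IL-10+ cells, while most brighter probe sets of the same genes were not. For the 26 such genes that had a brighter probe set than the one past the threshold, the brightest had a median difference of 0.09. A fraction of 0.269 of these brightest probe sets rose. The probe sets past the threshold had a median of 1.42, and all probe sets with a mean of 9 or more one of -0.17. These values argue against a rise of the whole transcript of each gene by as much as its probe set past the threshold. They leave open a smaller rise, which a general lean to falls could hide, and a rise of some of the genes. Over all genes, 34.0% of the brightest probe sets rose along with a dimmer one past the threshold. That met the mark of a minority, set beforehand for shorter labelled RNA on the IL-10− arrays. On the lower side, 83.1% of the brightest fell along with a dimmer one that was lower and chosen in the same way. With the brightest probe set of each of 18193 genes alone, 1665 were higher and 4352 lower at an adjusted p under 0.05. Falls were thus commoner among the brightest probe sets in general, and the contrast between 34.0% and 83.1% cannot tell shorter labelled RNA from that lean. The 5' ends of the controls go with labelled RNA that was shorter on the IL-10− arrays. Such RNA may raise probe sets far from the 3' end in the comparison without a change of the transcript. This reading is a hypothesis, since the places of the probe sets were not used here. Other polyadenylation sites or isoforms in IL-10+ cells stay open as a biological reading and were not tested, the paper reports high integrity of the RNA before labelling, and the fall of Bcl2 is larger than that of bright probe sets in general.

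Most markers of B cells and plasma cells were lower in IL-10+ cells: 12 of 16 markers fell and 0 rose, with a median of -0.894. The list passed camera with the preset correlation (adjusted p = 7.11e-08) but not with an estimated one (adjusted p = 0.603). The latter rests on 2 residual degrees of freedom, and 0 of 36 lists passed it. An offset between the arrays left by the normalization is argued against, since 0 of 10000 random lists matched on mean value had a median as low (lowest -0.34), while what shorter labelled RNA does to these probe sets was not tested. RNA of B cells or plasma cells in the IL-10− samples is a candidate explanation, as abundant transcripts came together: Igha stood at 12.7 in IL-10− and 7.21 in IL-10+ samples, Jchain at 10.4 and 7.70, Cd74 at 9.90 and 7.31 and H2-Aa at 9.89 and 6.17. Ighm, named after its values were seen, also fell, by 0.73, and was high in both groups (13.1 in IL-10− and 12.3 in IL-10+ samples), and 2 of the 16 markers reached a value of 8 in IL-10+ samples against 8 in IL-10− samples. The selection for CD4 and CD25 would remove most such cells, Mzb1 is also a gene that the study picked, and a difference between the T-cells themselves was not tested.

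Most cell cycle genes were lower in IL-10+ cells: of 42 genes, 32 fell and 2 rose, with a median of -0.409. An offset between the arrays left by the normalization is argued against, since that median lay at the 0.03 percentile of 10000 random lists matched on mean value (median of the lists -0.18, 1st percentile -0.33). What shorter labelled RNA does to these probe sets was not tested. Both cell cycle lists passed camera with the preset correlation (adjusted p = 8.54e-07 for G1/S and 0.000591 for G2/M) and neither with an estimated one. The latter cannot decide here, since with 2 residual degrees of freedom 0 of 36 lists passed it. A difference in cycling between the sorted cells, which is the biological reading, stays a hypothesis. A share of other cycling cells in the IL-10− samples was not tested. On the same arrays, 12 of 16 B-cell and plasma-cell markers and 3 of 6 NK cell markers fell.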

How the results depend on the processing

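No paired analysis was possible because the labels number the arrays 1 to 4 and no number is shared between the groups. With the brightest probe set of each gene alone, chosen after seeing the data, the counts at an adjusted p under 0.05 were 1665 higher and 4352 lower, and those at the threshold of the paper 87 and 144. Fewer probe sets are tested there. Over all probe sets, 775 were higher and 259 lower at the threshold of the paper. With the 2-fold limit on natural logs these became 1516 and 988, since that limit is lower. Leaving out 1 array at a time, with the lone array assumed to vary like the others, gave 3994 to 7427 higher and 4676 to 8192 lower at an adjusted p under 0.05, 699 to 882 and 246 to 306 at the threshold of the paper, and 535 to 1395 genes with probe sets in opposite directions (3025 to 3618 where some pass and others do not); the lowest at an adjusted p under 0.05 came without IL-10+ replicate 2 for higher and 1 for lower probe sets, and those in opposite directions numbered 542 and 535 without IL-10+ replicate 1 and 2. The other alternatives kept these counts within 1.5 times. Median centring, which moves the group difference by 0.08, took the share of calls that are higher from 45.6% to 31.7%, and quantile normalization to 44.5%.

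Of 190 named genes and probe sets, 124 kept their direction and side of the threshold in all alternatives that hold them. With the mean over probe sets, genes changed direction to Akt1 0.36, Bcl2l1 1.00, Bcl2l11 0.46, Ccng1 0.20, Cd44 0.11, Ctnnb1 0.54, Gadd45b 0.12, Hsph1 0.031, Il2rb 0.51, Pdcd6ip 0.55, Rad21 0.25, Rasgrp1 0.47, Rbm5 0.71, Rock1 0.34, Sgpl1 0.79, Son 0.22, Stat3 -0.20, Tnfrsf1b 0.51 and Traf1 0.49. Without x and s probe sets, Csf1r went to -0.023, Gadd45b to 0.48, a kappa chain variable gene to 0.049 and Pdcd6ip to 0.50. The means take in dimmer probe sets that differ from the brightest; beyond that the cause was not tested. Of 72 counts of list members, 47 moved by over 1.5 times in at least 1 alternative. Of 36 lists, 9 passed camera with the preset correlation and 0 with an estimated one (adjusted p from 0.603 to 0.973). With the estimated one, 2 lists had an unadjusted p under 0.05, cytokines (0.0393) and B-cell markers (0.0233). Their estimated correlations of -0.041 and -0.066 lie below the preset 0.01, so the correlation itself does not account for the weaker result. This setting rests on 2 residual degrees of freedom, so its failures do not decide about a list. Dim probe sets lie near background, where the scale is compressed and folds are understated.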

Differences from the paper's values

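The comparison of log scales and the comparison with proteins were chosen after the values were seen. The axis of Fig. 6D is labelled as a natural log. Its bars for Il10, Bcl2l11, Apaf1 and Bcl2 lay within 0.1 of the log2 differences of the deposited values without a change of base. Those for Rock1 and Chi3l4 did not. The paper's Il10 bar is at about 1.7 in Fig. 6D, read by eye, against 1.62 here, which is 1.12 as a natural log. For Rock1 the paper's bar is at about 1.2 in Fig. 6D, read by eye, and the probe set past the threshold had 1.08 (0.75 as a natural log); no alternative set before the data were examined closes that gap within 0.1, their values running from 1.00 to 1.095. For Chi3l4 the paper's bar is at about -1.2 in Fig. 6D, read by eye, and the probe set of Chil4, its present symbol, differed by 0.10 (0.07 as a natural log), with 0.02 to 0.13 in the alternatives that hold it, so none reaches the paper's value.

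The paper's figure draws Babam2 (as Bre), Rtn3 and Eif4g3 as higher and Mef2c as lower at its threshold. No probe set listed here for these 4 genes reached that threshold: the closest were 1.29 for Babam2 with an adjusted p of 0.00157 and -1.26 for Mef2c with 0.00323, both past a 2-fold limit with an adjusted p under 0.05, while those of Rtn3 were 0.32 and -0.45 and those of Eif4g3 -0.46, 0.28, 0.12 and 0.01. Of the 39 genes of the figure measured here besides Il10, 34 had a probe set past the threshold in the drawn direction. The paper's text names Bcl2l11, Rock1 and Apaf1 as upregulated. The probe sets past the threshold rose, and the brightest of each gene did not pass. The brightest of Apaf1 passed upwards after quantile normalization, and differed by 0.33 without IL-10− replicate 4. The brightest of Rock1 passed downwards after median centring (-0.23). With the mean over probe sets, Bcl2l11 and Rock1 passed upwards. The fall of Bcl2 goes the way the paper states in 4 of 5 probe sets.

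The paper reports by flow cytometry, on other cells, that CD25 and CD103 are higher on IL-10 producing Tregs and that IL-10R is comparable. Here Il2ra differed by -0.22, Itgae fell by 0.56 and Il10ra fell by 0.69. These are RNA values of cells selected for CD25 and not for Foxp3, after an overnight culture according to the labels. The flow cytometry measured protein on Foxp3+ cells. Whether this accounts for the differences was not tested. Of the other surface molecules that it reports as higher on these Tregs, Entpd1 (1.11), Ctla4 (0.87) and Pdcd1 (0.42) rose. Ccr6 also rose (0.28), but did not pass in all alternatives. Tgfb1, which encodes LAP, differed by 0.46.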

Other observations

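None of the tests in this part was chosen after its result was seen. Receptors and transcripts of effector Tregs moved in both directions in IL-10+ cells. Of 8 genes of surface molecules of Fig. 2, a list that leaves out CD45RB, 3 rose and 1 fell (the same when adjusted over the list alone): Entpd1, which encodes CD39, by 1.11 on the log2 scale, Ctla4 by 0.87 and Pdcd1, which encodes PD-1, by 0.42, while Cd44 fell by 0.28, Il2ra (CD25) differed by -0.22, Tnfrsf18 (GITR) by -0.09, Icos by 0.17 and Tgfb1 by 0.46 (adjusted p = 0.114, past the threshold without IL-10− replicate 3). The fall of Cd44 did not pass after quantile normalization (adjusted p = 0.171), without IL-10+ replicate 1 (adjusted p = 0.0919) or 2 (0.169) or IL-10− replicate 4 (0.0829), and with the mean over probe sets Cd44 went to 0.11. Foxp3 fell by 0.72 (adjusted p = 0.000174). Of 14 Treg identity genes 7 fell and 2 rose (7 and 4 when adjusted over the list alone, and 4 rose after quantile normalization), with Swap70 (-0.78) the largest fall. The samples were selected for CD4 and CD25 and not for Foxp3. Whether the groups differed in their share of Foxp3-negative T-cells was not tested. Of 21 effector Treg genes, 8 rose and 7 fell (9 and 7 when adjusted over the list alone), with Havcr2, which encodes TIM-3 (0.79), and Maf (0.73) on one side and Klrg1 (-1.60) and Gata3 (-1.29) on the other. In this list 5 and 4 rose without IL-10+ replicate 1 and 2. Of 15 regulators of Il10 transcription, 8 rose and 5 fell, also when adjusted over the list alone (8 and 3 after quantile normalization). Jun (0.79), Maf and Ahr (0.58) were higher. Stat3 rose by 0.70, and with the mean over probe sets it went to -0.20. Il10ra, a chain of the IL-10 receptor, fell by 0.69, Il10rb differed by -0.15, and 2 of 4 IL-10 and IL-2 receptor chains fell (4 when adjusted over the list alone). Fas fell by 0.37, and Fasl rose by 0.22, which did not pass without IL-10+ replicate 1 (adjusted p = 0.197) or 2 (0.164).

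Of 12 genes of naive and central T-cells, 9 fell and 2 rose (the same when adjusted over the list alone; camera adjusted p = 0.00684, and adjusted p = 0.603 with an estimated correlation), led by Ccr7 (-2.28), Bach2, a repressor of effector genes (-1.76), and Klf2, which drives lymph node homing genes (-1.51). On the same arrays, 12 of 16 B-cell and plasma-cell markers were lower too. Of 5 lymph node homing genes, 3 fell, also when adjusted over the list alone, S1pr1 (-0.74) among them (camera adjusted p = 0.0978). Of 13 genes of migration to inflamed tissue, 7 rose and 5 fell, also when adjusted over the list alone: Cxcr6 rose by 1.59, Ccr8 by 0.89 and Ccr9 by 0.85, Itgb7 fell by 0.86 and Itgae, which encodes CD103, by 0.56 (camera adjusted p = 0.207). With an estimated correlation both of these lists had an adjusted p of 0.603. Ccr6 rose by 0.28, which did not pass without IL-10+ replicate 1 (adjusted p = 0.125) or 2 (0.118) or IL-10− replicate 4 (0.071). Of 19 early genes of T-cell receptor stimulation, 4 rose and 4 fell (5 and 5 when adjusted over the list alone; 7 and 4 after quantile normalization), with Dusp5 (1.15) and Cd83 (-1.86) at the ends, and of 18 signalling components 7 rose and 6 fell, also when adjusted over the list alone, with Nfatc1 (0.89) and Plcg1 (-0.94).

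Of the other lists, heat shock genes had 1 of 10 higher and 5 lower (1 and 6 when adjusted over the list alone; Hspe1 -0.85), glycolysis 0 of 10 and 2 (0 and 1 when adjusted over the list alone; Pfkl -0.82), cytosolic ribosomal proteins 0 of 10 and 2, and splicing genes 5 of 19 and 6, with Luc7l2 (1.46) and Son (-0.64) at the ends; these last lists had the same counts when adjusted over the list alone, and with the mean over probe sets splicing genes had 13 higher. Markers of other cell types gave 2 of 11 higher and 6 lower for CD8 and cytotoxic T-cells (Prf1 1.96, Klrd1 -1.13), 0 of 6 and 3 for NK cells (Fcer1g -1.05), 3 of 14 and 1 for macrophages and monocytes (Cd68 0.89), 1 of 10 and 2 for dendritic cells, 1 of 12 and 1 for granulocytes and mast cells, 0 of 3 and 0 for erythroid cells, 1 of 8 and 0 for stroma and endothelium (Pecam1 0.69), 1 of 7 and 2 for follicular helper T-cells (Bcl6 -0.71) and 0 of 2 and 1 for gamma delta T-cells. Adjusted over the list alone the counts were the same but for 3 lower among follicular helper markers. Of these, NK cell markers passed camera with the preset correlation (adjusted p = 0.0337) and, like all lists, not with an estimated one (adjusted p = 0.603). The direction in camera was up while the median difference was below 0 for caspases (-0.066), effector Treg genes (-0.084), early T-cell receptor genes (-0.002) and splicing genes (-0.016), none of which passed.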
